A study of Mus musculus with 11 samples.

How the data were processed

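Poly(A)-selected, strand-specific RNA sequencing libraries (Illumina TruSeq Stranded mRNA kit, HiSeq) had been made from cultured mouse neural stem cells and from the same kind of cells after a change of medium, per the labels' protocols. The cells came from the frontal cortices of C57BL/6J embryos at embryonic day 14.5. They were expanded in a proliferation medium and sampled at day 0 (group NSC, 3 libraries), or grown for 4 days in an astrocyte medium (DMEM with 1% N-2 supplement and 1% fetal bovine serum; 3 libraries), a neuron medium (Neurobasal with 2% B-27 supplement; 3 libraries) or an oligodendrocyte medium (the neuron medium with the thyroid hormone T3 at 30 ng/mL; 2 libraries). The group names Astrocyte, Neuron and Oligodendrocyte stand for the medium a culture received. They do not state which cells it held.

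The authors deposited a table of CPM values (read counts scaled to a common total) for 37991 genes and 11 libraries, rounded to 2 decimals, with Ensembl gene identifiers, gene symbols and gene coordinates, per the file headers. The table is named for CPM and for mouse build mm9. The aligner, the counting tool, the annotation release and any read filter are not given in the sources used here, nor is whether the counting used the strand of the reads. Each library had its own CPM column, and the authors' columns of group means and standard deviations differed from the mean and SD of the library columns by no more than 0.0101 CPM in the groups of 3 and 0.0118 CPM in the group of 2, apart from 1 empty cell in the NSC mean column. Those columns were not used further.

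The listed genes summed to between 74.95% and 80.25% of the CPM scale's full total in each library, so the denominator of the CPM included reads outside the listed genes. Values under 3 CPM fell on evenly spaced steps, from which 1 read was estimated to be worth 0.0151 to 0.0203 CPM and the denominator to be 49.3 to 66.2 M (mega) reads. Between 99.85% and 100% of these low values lay on a library's own step within the rounding, against 48.4% to 55.2% for an arbitrary step of similar size. Low values could thus be assigned to read numbers. After the rounding, however, only 24.4% to 61.4% of them lay within 0.1 of a read from a whole number, under the share required here for treating values as counts, so tests that model read counts were left out. For genes with a mean of 10 to 1000 CPM, the variance between libraries of a group was 3.04 to 36.42 times the counting variance. The replicates thus differed by more than sampling noise. Repeat libraries of a single culture could do so too, so this does not show that the replicates were separate cultures. Each was counted as a separate sample, as labelled.

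All values were put on a scale of log2(CPM + 1). Genes with at least 1 CPM in at least 2 libraries were tested, which left 13342 genes. A linear model with 1 mean per group was fitted to all 11 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a mean-variance trend; 7 residual and 5.96 prior degrees of freedom). Each of the 6 pairs of groups was compared with a two-sided moderated test. P-values were adjusted by the Benjamini-Hochberg (BH) method within each comparison, and a gene was called at an adjusted p under 0.05. Counts with a change of at least 2-fold on this scale are given beside the counts of all calls. A gene was called selective for a day 4 culture when it was higher than in each of the other 3 groups by at least 2-fold with an adjusted p under 0.05 in all 3 comparisons. Every adjusted p printed for a gene comes from this model.

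Lists of marker and pathway genes had been written before the data were examined, as had the design, the main test, the rule for naming genes and most of the alternatives. They were neural progenitor, cell cycle, astrocyte, neuron, oligodendrocyte precursor, mature oligodendrocyte, dorsal glutamatergic, ventral GABAergic, thyroid hormone response, serum response, cholesterol synthesis, microglia, mesenchymal, endothelial and sex-linked genes. Of the cholesterol synthesis genes 9 of 10 were matched, because Hmgcs1 was listed only on unplaced scaffolds. The first 14 lists were tested in each comparison with camera (limma; preset inter-gene correlation 0.01), with BH adjustment over all 84 tests. Fry and camera with an estimated correlation were the alternatives. The sex-linked genes were only described. A list of ERK target genes was added after the data had been seen.

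The genes named in the results followed this rule: in each comparison the 2 genes with the largest rise and the 2 with the largest fall among called genes with a mean of at least 10 CPM in a group and no overlap between the libraries of both groups; for each day 4 culture the 3 selective genes, with at least 10 CPM there, whose smallest log2 fold change over the other groups was largest; and members of the fixed lists. For lists that no medium was meant to raise, the rule allowed at most the 3 members with the highest mean CPM. Sox2, Col1a1, Col1a2, Dcn and Lum were named beyond that limit, and all sex-linked genes were described. Acta2, Ada, 1500015O10Rik and Thrsp as genes with opposite changes, and Spry4, were chosen after their values were seen. A gene that this rule selects is not reported here.

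Because comparisons against NSC share the same 3 libraries, correlations and overlaps between them were set beside 100 simulations of unchanged groups. The test was first checked on simulated values with 200 changed genes among the 11933 to 11949 genes left by the filter. It recovered 99.5% of them for Astrocyte vs NSC and 100% for each of the other comparisons, and 2.9% (Neuron vs NSC) to 5.7% (Oligodendrocyte vs NSC) of its calls were unchanged genes. The changed genes there were few, not among the lowest, and changed at least 2-fold, with noise drawn independently for each library. In the data most genes were called and most calls were under 2-fold, so these rates need not hold for the data.

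The alternatives were a pseudocount of 0.1 or 5, no filter or a filter of 5 CPM in 2 libraries, median-of-ratios scaling, quantile normalization, the replicate number as a block, a fit of only the libraries compared, no mean-variance trend, library quality weights, and leaving out each library in turn. Rescaling to the total of genes outside the mitochondrial genome, and removing from each library a smooth trend on transcript length and GC content (lowess span 0.3), were added after seeing the data. Lengths and GC content came from GENCODE M21 transcripts (GRCm38), matched by gene identifier for 97.6% of the tested genes. No coordinate from that build is printed. All coordinates are those of the deposited table (mm9).

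Of the tested genes 42.9% overlap another listed gene and 14.8% overlap one on the same strand. The values of Padi2, Tfcp2l1, Glul, Tubb3, Map2 (listed as Mtap2), Rbfox3, Top2a, Klf9 and Neurod1, which have such a same-strand neighbour, are uncertain for that reason. Those of Gfap, Mbp, Ccnd1, Mog, S100b, Slc1a2, Snap25, Gpr17, Bcas1, Dlx1, Dbp, Ctgf, P2ry12 and 3110035E14Rik, which overlap a gene on the other strand, would be uncertain if the counting ignored strand. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.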

Results

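RNA abundance was measured in 11 cultures that began as embryonic frontal-cortex neural stem cells. The NSC group (day 0) had 3 libraries, the Astrocyte and Neuron groups (day 4) had 3 each, and the Oligodendrocyte group (day 4) had 2. Estimated depth was 57.4 to 59.4 M (mega) reads for NSC, 59.2 to 66.2 M for Astrocyte, 49.3 to 61.4 M for Neuron and 63.4 to 64.2 M for Oligodendrocyte. Between 18058 and 19243 genes were above 0 in a library, and 11790 to 12712 reached 1 CPM. Genes of the mitochondrial genome took 4.64% ± 0.087 (SD, n = 3) of the reads in NSC, 7.48% ± 0.762 (SD, n = 3) in Astrocyte, 7.55% ± 1.18 (SD, n = 3) in Neuron and 6.42% ± 0.403 (SD, n = 2) in Oligodendrocyte. No batch or date was given in the labels.

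Libraries grouped by label. Across the 13342 genes tested, which are not independent replicates, the Pearson correlation of log2(CPM + 1) was 0.990 to 0.999 between libraries of a group, 0.934 to 0.961 between day 4 groups, and 0.816 to 0.832 between NSC and day 4 libraries. With a pseudocount of 0.1, the alternative that moved these most, the lowest value within a group was 0.989 and the highest between groups was 0.954. The first principal component held 73.8% of the variance and separated day 0 from day 4. The second held 15.1% and ordered the day 4 groups, with Neuron at the positive end and Oligodendrocyte at the negative end. The third held 8.6% and set Oligodendrocyte apart from Astrocyte.

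**Figure D1:**
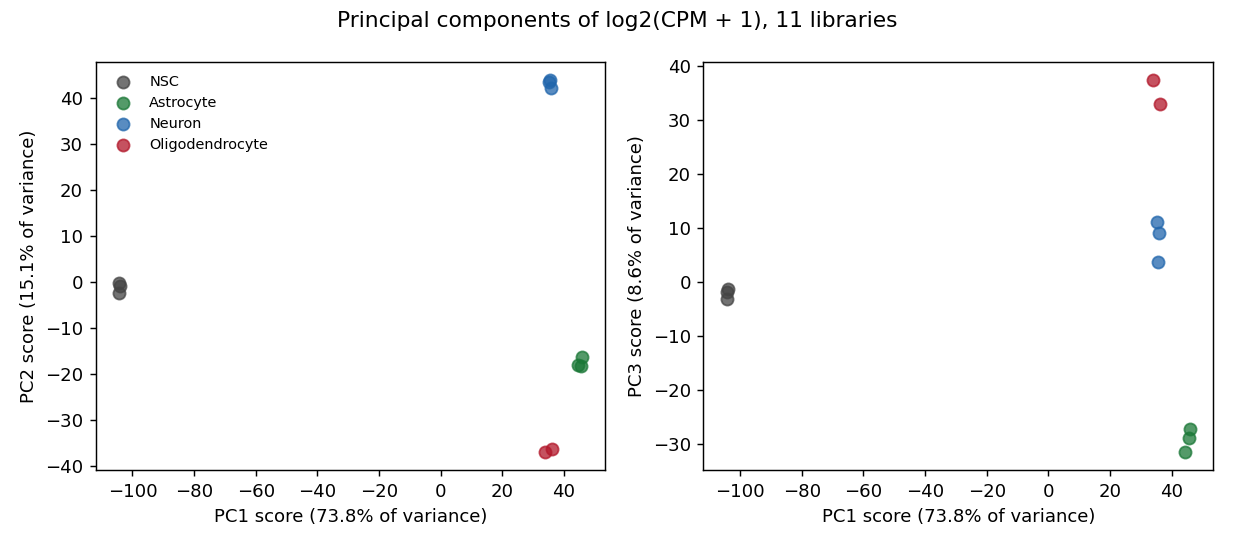
Principal component scores of the 11 libraries from log2(CPM + 1) values, each point being a library coloured by group; the left panel plots component 1 against component 2 and the right panel component 1 against component 3, with the percent of variance on each axis. The NSC libraries lie at -104.4 to -104 on component 1 and every day 4 library lies between 34 and 45.9.

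The first question was how far the day 4 cultures in each medium differed from the day 0 stem cells. No library came from a culture kept in the proliferation medium until day 4. The comparisons with NSC therefore cannot separate the change of medium from time in culture. Fold changes are differences of mean log2(CPM + 1), which understate the change of genes with low values. In Astrocyte vs NSC, limma called 11159 of 13342 genes after BH adjustment, 6407 higher and 4752 lower, with a median absolute log2 fold change of 0.81 among them. A change of at least 2-fold was found for 4498 genes, 2861 higher and 1637 lower. The alternative that moved the number of calls most was testing without the filter on low values, which called 13034, and the one that moved the 2-fold count most was a pseudocount of 5, which left 3001. In 11500 genes the libraries of both groups did not overlap, 10% being the share that chance gives for 3 against 3. In Neuron vs NSC 11092 genes were called (5809 higher, 5283 lower; median absolute log2 fold change 0.80), 4238 of them at least 2-fold (2391 higher, 1847 lower), and 11095 genes did not overlap, again against 10% by chance. In Oligodendrocyte vs NSC 10706 genes were called (6412 higher, 4294 lower; median absolute log2 fold change 0.82), 4263 of them at least 2-fold (2830 higher, 1433 lower), and 11919 did not overlap, where chance gives 20% for 2 against 3.

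The balance of higher and lower calls depended on the scaling. The median log2 fold change of all tested genes was 0.15 in Astrocyte vs NSC, 0.06 in Neuron vs NSC, 0.19 in Oligodendrocyte vs NSC, 0.10 in Astrocyte vs Neuron, 0.15 in Oligodendrocyte vs Neuron and 0.04 in Oligodendrocyte vs Astrocyte. Under median-of-ratios scaling these medians were at most 0.02. At 2-fold, 63.6% of the calls were higher in Astrocyte vs NSC, compared with 55.8% under median-of-ratios scaling and 50.5% under quantile normalization. For Oligodendrocyte vs NSC the shares were 66.4%, 55.9% and 50.6%. For Neuron vs NSC they were 56.4%, 53.8% and 51.0%. An excess of higher over lower genes was therefore not independent of how the libraries were scaled, and the directions of small changes are relative to these medians.

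**Figure D2:**
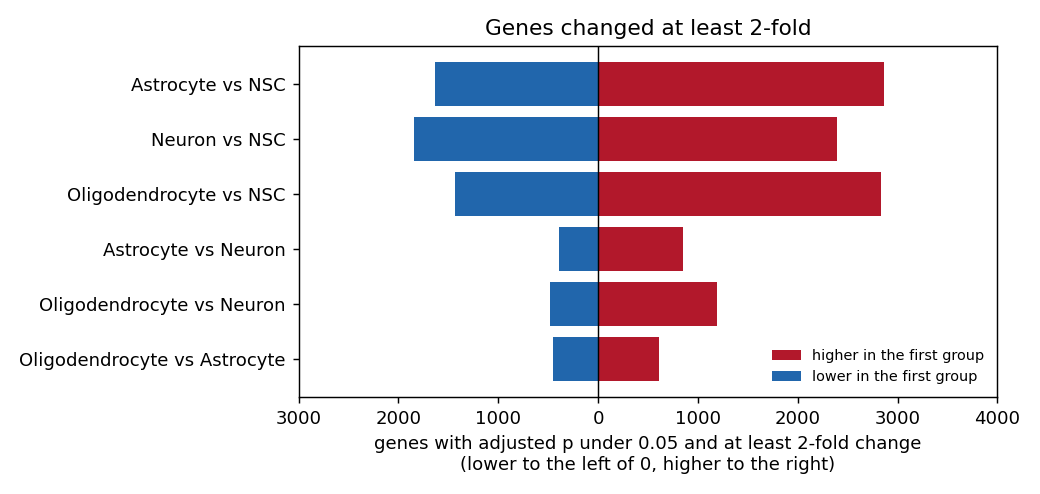
Number of genes with a BH-adjusted limma p under 0.05 and a change of at least 2-fold on the log2(CPM + 1) scale in each of the 6 comparisons, higher in the first-named group to the right of 0 and lower to the left. The 3 comparisons with NSC have 4238 to 4498 such genes and those between day 4 groups have 1060 to 1673.

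The following genes were named for having the largest changes against NSC, Mki67 among them. Gfap (ENSMUSG00000020932, mm9 chromosome 11, 102748650 to 102762226) rose from 2.22 ± 0.365 CPM (SD, n = 3) in NSC to 7631 ± 934 CPM (SD, n = 3) in Astrocyte, a log2 fold change of 11.21 (SE 0.099, adjusted p 1.15e-16). It reached 2647 ± 190 CPM (SD, n = 3) in Neuron (log2 fold change 9.69, SE 0.099, adjusted p 4.75e-16). Padi2 (ENSMUSG00000028927, chromosome 4, 140462259 to 140508501) rose from 0.270 ± 0.114 to 236.1 ± 26.6 CPM in Astrocyte (SD, n = 3 each; log2 fold change 7.54, SE 0.090, adjusted p 1.41e-15). Mbp (ENSMUSG00000041607, chromosome 18, 82644538 to 82755029) rose from 1.71 ± 0.396 CPM (SD, n = 3) to 495.2 ± 34.4 CPM (SD, n = 3) in Neuron and 593.8 ± 86.2 CPM (SD, n = 2) in Oligodendrocyte, with log2 fold changes of 7.53 (SE 0.143, adjusted p 3.07e-14) and 7.78 (SE 0.160, adjusted p 1.27e-13).

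Ccnd1 (ENSMUSG00000070348, chromosome 7, 152115836 to 152125774) fell from 1733 ± 42.9 CPM in NSC to 20.09 ± 2.07 in Astrocyte and 20.6 ± 3.32 in Neuron (SD, n = 3 each), with log2 fold changes of -6.37 (SE 0.102, adjusted p 7.26e-15) and -6.34 (SE 0.102, adjusted p 9.66e-15). Fbln2 (ENSMUSG00000064080, chromosome 6, 91162449 to 91222534) fell from 191.4 ± 11.2 CPM (SD, n = 3) to 1.01 ± 0.447 CPM (SD, n = 3) in Astrocyte and 1.05 ± 0.0212 CPM (SD, n = 2) in Oligodendrocyte (log2 fold changes -6.60 and -6.55, adjusted p 7.65e-14 and 3.86e-13). Mki67 (ENSMUSG00000031004, chromosome 7, 142881471 to 142908062) fell from 845.0 ± 58.8 to 14.96 ± 4.65 CPM in Neuron (SD, n = 3 each; log2 fold change -5.77, SE 0.168, adjusted p 1.21e-12). Cd93 (ENSMUSG00000027435, chromosome 2, 148262376 to 148269299) fell from 111.4 ± 4.70 CPM (SD, n = 3) to 1.64 ± 0.226 CPM (SD, n = 2) in Oligodendrocyte (log2 fold change -5.41, SE 0.095, adjusted p 4.69e-14). For each of these genes the libraries of the compared groups did not overlap, and none of these calls was lost under any alternative.

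Much of the change from day 0 to day 4 was shared by the cultures in the 3 media. The number of genes called in the same direction in all 3 comparisons with NSC was 8043 (4590 higher, 3453 lower), and 2591 of them changed at least 2-fold in each (1570 higher, 1021 lower). None of 100 simulations of unchanged groups sharing the NSC libraries gave such a gene. With no gene changed, calls of any kind are rare after BH adjustment, so this adds little. Cultures that changed independently of each other were not simulated. Across genes, log2 fold changes vs NSC correlated at r = 0.889 for Astrocyte and Neuron, 0.896 for Astrocyte and Oligodendrocyte and 0.843 for Neuron and Oligodendrocyte. The simulations gave means of 0.499, 0.447 and 0.446 for those pairs, since the comparisons share control libraries. The sign was the same for 86.5%, 87.9% and 82.1% of genes, against simulated means of 66.6%, 64.7% and 64.7%. The largest move of these correlations, under quantile normalization, was to 0.877, 0.884 and 0.825.

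Genes called in opposite directions numbered 499 for Astrocyte and Neuron, 314 for Astrocyte and Oligodendrocyte and 775 for Neuron and Oligodendrocyte. All of them were also called when the 2 media were compared directly, which their selection makes nearly certain. At least 2-fold changes in each direction were found for 8, 8 and 17 of them.

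The second question was how the day 4 cultures differed from each other. In Astrocyte vs Neuron 8301 genes were called (5371 higher in Astrocyte, 2930 lower) and 1246 changed at least 2-fold (852 higher, 394 lower). In Oligodendrocyte vs Neuron, whose media differ only by the added T3, 9006 genes were called (5859 higher in Oligodendrocyte, 3147 lower) and 1673 changed at least 2-fold (1195 higher, 478 lower). In Oligodendrocyte vs Astrocyte the numbers were 6966 (3826 higher in Oligodendrocyte, 3140 lower) and 1060 (605 higher, 455 lower). The share of higher calls among all calls in Astrocyte vs Neuron was 64.7%, compared with 51.9% under median-of-ratios scaling and 48.5% under quantile normalization. For Oligodendrocyte vs Neuron the shares were 65.1%, 51.5% and 48.0%, and for Oligodendrocyte vs Astrocyte 54.9%, 49.2% and 47.9%. Which direction held more calls thus depended on the scaling. At 2-fold, median-of-ratios scaling took the share from 68.4% to 58.3% in Astrocyte vs Neuron and from 71.4% to 57.7% in Oligodendrocyte vs Neuron. Genes without overlap between the groups numbered 8403 (10% by chance), 10098 and 9565 (20% by chance each). A pseudocount of 5 reduced the 2-fold counts to 598, 904 and 595.

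Between Astrocyte and Neuron, the largest rise was in 1500015O10Rik (ENSMUSG00000026051, chromosome 1, 43787447 to 43799423), at 56.86 ± 13.1 against 0.347 ± 0.127 CPM (SD, n = 3 each; log2 fold change 5.40, SE 0.155, adjusted p 3.05e-11). C3 (ENSMUSG00000024164, chromosome 17, 57343393 to 57367559) followed at 75.95 ± 11.6 against 1.32 ± 0.163 CPM (SD, n = 3 each; 5.05, SE 0.106, adjusted p 4.05e-12). Mbp was lower in Astrocyte, at 38.11 ± 8.52 CPM (SD, n = 3; log2 fold change -3.69, SE 0.143, adjusted p 3.07e-10), as was Dusp26 (ENSMUSG00000039661, chromosome 8, 32199943 to 32207519; 4.26 ± 1.05 against 52.51 ± 1.75 CPM, SD, n = 3 each; -3.36, SE 0.117, adjusted p 1.07e-10). Between Oligodendrocyte and Neuron, Kcna1 (ENSMUSG00000047976, chromosome 6, 126586481 to 126595819) was at 77.23 ± 3.61 CPM (SD, n = 2) against 0.277 ± 0.185 CPM (SD, n = 3; log2 fold change 5.95, SE 0.168, adjusted p 1.83e-11). Tfcp2l1 (ENSMUSG00000026380, chromosome 1, 120524522 to 120581744) was at 95.37 ± 0.212 CPM (SD, n = 2) against 1.24 ± 0.0693 CPM (SD, n = 3; 5.43, SE 0.119, adjusted p 2.07e-12). The largest falls there were in Dkk3 (ENSMUSG00000030772, chromosome 7, 119259533 to 119302571; -4.63, SE 0.095, adjusted p 1.18e-12) and Thrsp (ENSMUSG00000035686, chromosome 7, 104561448 to 104566240; -4.44, SE 0.126, adjusted p 1.89e-11). Between Oligodendrocyte and Astrocyte the extremes were Iqsec3 (ENSMUSG00000040797, chromosome 6, 121322948 to 121423696; 4.78, SE 0.144, adjusted p 7.13e-11) and Kcna1 (4.33, SE 0.168, adjusted p 4.93e-10) upward and Thrsp (-5.22, SE 0.126, adjusted p 1.64e-11) and Gfap (-4.74, SE 0.111, adjusted p 1.64e-11) downward. None of these calls was lost under any alternative.

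Genes selective for a medium, higher by at least 2-fold than in NSC and than in both other day 4 cultures, numbered 175 for Astrocyte, 110 for Neuron and 250 for Oligodendrocyte. The pseudocount moved these counts most, to 68, 59 and 144 with a value of 5. In Astrocyte they were led by C3, Ripply1 (ENSMUSG00000072945, chromosome X, 136314088 to 136316892; 14.85 ± 2.74 CPM, SD, n = 3) and Kcns1 (ENSMUSG00000040164, chromosome 2, 163989355 to 163996849; 15.7 ± 1.58 CPM, SD, n = 3), whose smallest log2 fold changes over the other groups were 2.99, 2.74 and 2.75. In Neuron they were led by Dkk3 (45.88 ± 3.26 CPM, SD, n = 3), 3110035E14Rik (ENSMUSG00000067879, chromosome 1, 9591280 to 9617224; 272.8 ± 30.2 CPM, SD, n = 3) and Nid1 (ENSMUSG00000005397, chromosome 13, 13529869 to 13604542; 83.35 ± 7.22 CPM, SD, n = 3). Iqsec3 (108.2 ± 8.66 CPM), Kcna1 and Hcn2 (ENSMUSG00000020331, chromosome 10, 79179379 to 79198853; 72.53 ± 13.8 CPM) led in Oligodendrocyte (SD, n = 2 each).

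Whether the markers of the cell type a medium is named for were higher in its cultures was tested with lists fixed beforehand. Of 84 tests of 14 lists, camera called 28 after BH adjustment. All 28 were also called by fry in the same direction, out of 73 calls by fry, and none was called with the inter-gene correlation estimated from these libraries, where the lowest adjusted p was 0.384. The astrocyte list rose in Astrocyte vs NSC, with a median log2 fold change of 2.83 (camera adjusted p 0.00569). Of its 10 genes 9 were called over all genes tested, 8 of them higher, and 9 when adjusted over the list alone. The neuron list rose by a median of 0.82 in Neuron vs NSC and did not pass camera (adjusted p 0.0728). Of its 9 tested genes 8 were called, 7 of them higher, and also 8 when adjusted over the list alone. Without Neuron replicate 2 the camera adjusted p of the neuron list was 0.0444, and with no filter on low values it was 0.0193. The mature oligodendrocyte list rose by a median of 4.81 in Oligodendrocyte vs NSC (camera adjusted p 7.62e-05), with 10 of 10 genes higher over all genes and 10 called when adjusted over the list alone. The oligodendrocyte precursor list had a median of 0.44 and a mean of 1.40 there, while camera gave it the direction down (adjusted p 0.981) and fry the direction up (adjusted p 0.000134). Of its 8 genes 4 were called higher and 4 lower, and 8 were called when adjusted over the list alone.

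**Figure D3:**
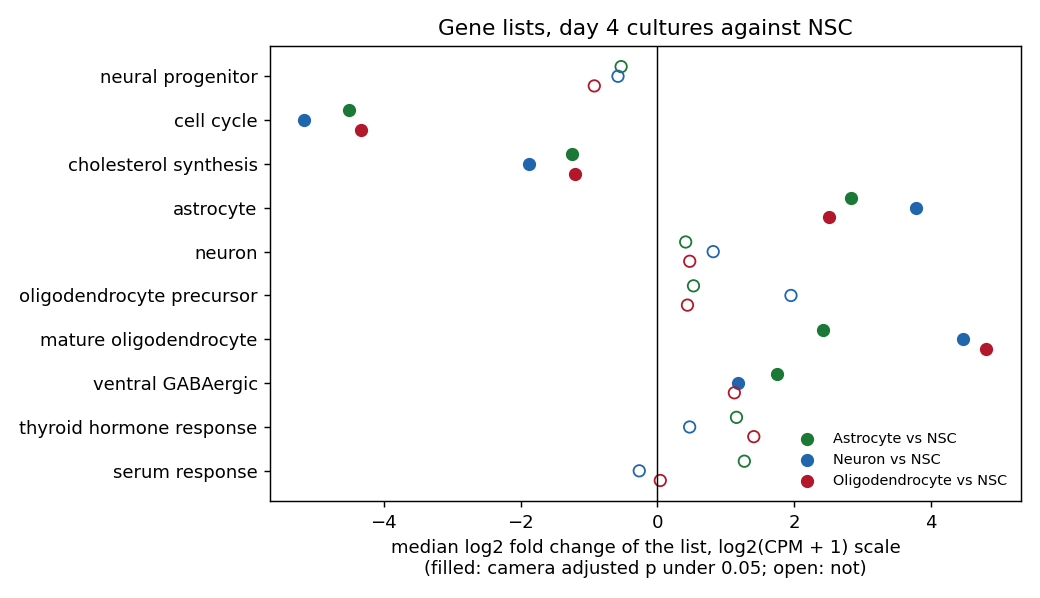
Median log2 fold change (log2(CPM + 1) scale) of 10 gene lists in Astrocyte, Neuron and Oligodendrocyte cultures against NSC; filled points have a BH-adjusted camera p under 0.05 at the preset correlation and open points do not. The cell cycle list lies at -5.16 to -4.33 and the mature oligodendrocyte list at 2.42 to 4.81.

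Marker lists also rose in media named for other cell types. In Neuron vs NSC the astrocyte list had a median of 3.78 (camera adjusted p 0.000296, 9 of 10 genes higher) and the mature oligodendrocyte list a median of 4.46 (8.55e-05, 10 of 10 higher). In Astrocyte vs NSC the mature oligodendrocyte list had a median of 2.42 (0.00348, 10 of 10 higher), and in Oligodendrocyte vs NSC the astrocyte list had 2.51 (0.00861, 8 of 10 higher). Compared directly, the astrocyte list did not pass camera in Astrocyte vs Neuron (median -0.32, adjusted p 0.156), with 3 genes called higher and 6 lower, and fry called it lower (adjusted p 0.0151). It was lower in Oligodendrocyte than in Neuron (-1.28, adjusted p 8.55e-05) and than in Astrocyte (-0.61, adjusted p 0.0273, which was 0.0774 under quantile normalization). The mature oligodendrocyte list did not pass camera in Oligodendrocyte vs Neuron (0.28, adjusted p 0.689), with 5 genes called higher and 2 lower, while fry called it higher (adjusted p 0.0152). It was lower in Astrocyte than in Neuron (-2.21, adjusted p 3.1e-07) and than in Oligodendrocyte (adjusted p 4.67e-08). The precursor list was lower in Astrocyte than in Neuron (-1.42, adjusted p 3.1e-07), lower in Oligodendrocyte than in Neuron (-0.58, adjusted p 0.00125) and higher in Oligodendrocyte than in Astrocyte (0.85, adjusted p 0.0306). The neuron list was lower in Astrocyte than in Neuron (-0.49, adjusted p 0.00668). In Oligodendrocyte vs Neuron its median was -0.51 and it did not pass (adjusted p 0.0874, which was 0.0456 without Neuron replicate 2).

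Single markers followed these lists in part. Aqp4 (ENSMUSG00000024411, chromosome 18, 15547903 to 15562193) was at 15.17 ± 0.61 CPM in NSC, 1479 ± 61.5 in Astrocyte and 763.3 ± 37.5 in Neuron (SD, n = 3 each) and 85.6 ± 11.4 in Oligodendrocyte (SD, n = 2). S100b (ENSMUSG00000033208, chromosome 10, 75716598 to 75723904) was lower in Astrocyte, at 16.64 ± 2.24 CPM, than in Neuron, at 41.21 ± 0.986 CPM (SD, n = 3 each; log2 fold change -1.27, SE 0.093, adjusted p 8.68e-08). Dcx (ENSMUSG00000031285, chromosome X, 140290385 to 140367854), a gene of young neurons, was at 1.60 ± 0.369 CPM in NSC, 147.7 ± 37.2 in Neuron and 124.8 ± 14.6 in Astrocyte (SD, n = 3 each), and the Astrocyte and Neuron values did not differ (log2 fold change -0.21, SE 0.158, adjusted p 0.256). Without Neuron replicate 2 this difference was -0.44 with an adjusted p of 0.00142, and with library quality weights it was called as well (-0.40, adjusted p 3.45e-05). Elavl3 (ENSMUSG00000003410, chromosome 9, 21819449 to 21856467) was higher in Oligodendrocyte, at 178.3 ± 20.0 CPM (SD, n = 2), than in Neuron, at 90.94 ± 10.7 CPM (SD, n = 3; log2 fold change 0.97, SE 0.097, adjusted p 1.47e-06). Stmn2 stayed under 1 CPM in the mean of every group and was not tested. Gpr17 (ENSMUSG00000052229, chromosome 18, 32102651 to 32109290) and Sox10 (ENSMUSG00000033006, chromosome 15, 78985343 to 78994920) were highest in Neuron, at 862.7 ± 195 and 134.8 ± 16.0 CPM (SD, n = 3), against 611.9 ± 48.6 and 37.03 ± 2.13 CPM (SD, n = 2) in Oligodendrocyte. The Sox10 difference had a log2 fold change of -1.83 (SE 0.137, adjusted p 9.1e-08) and the Gpr17 difference one of -0.47 (SE 0.151, adjusted p 0.0144). The Gpr17 call was lost under quantile normalization (adjusted p 0.0713), with only the 2 groups in the fit (0.0559), and without Neuron replicate 1 (0.053), Neuron replicate 3 (0.0561) or Oligodendrocyte replicate 1 (0.114). Mbp (adjusted p 0.173) did not differ between Oligodendrocyte and Neuron, whereas Mog (ENSMUSG00000076439, chromosome 17, 37147691 to 37160343) was at 9.60 ± 0.247 CPM (SD, n = 2) against 0.527 ± 0.206 CPM (SD, n = 3; log2 fold change 2.80, SE 0.152, adjusted p 4.01e-09).

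**Figure D4:**
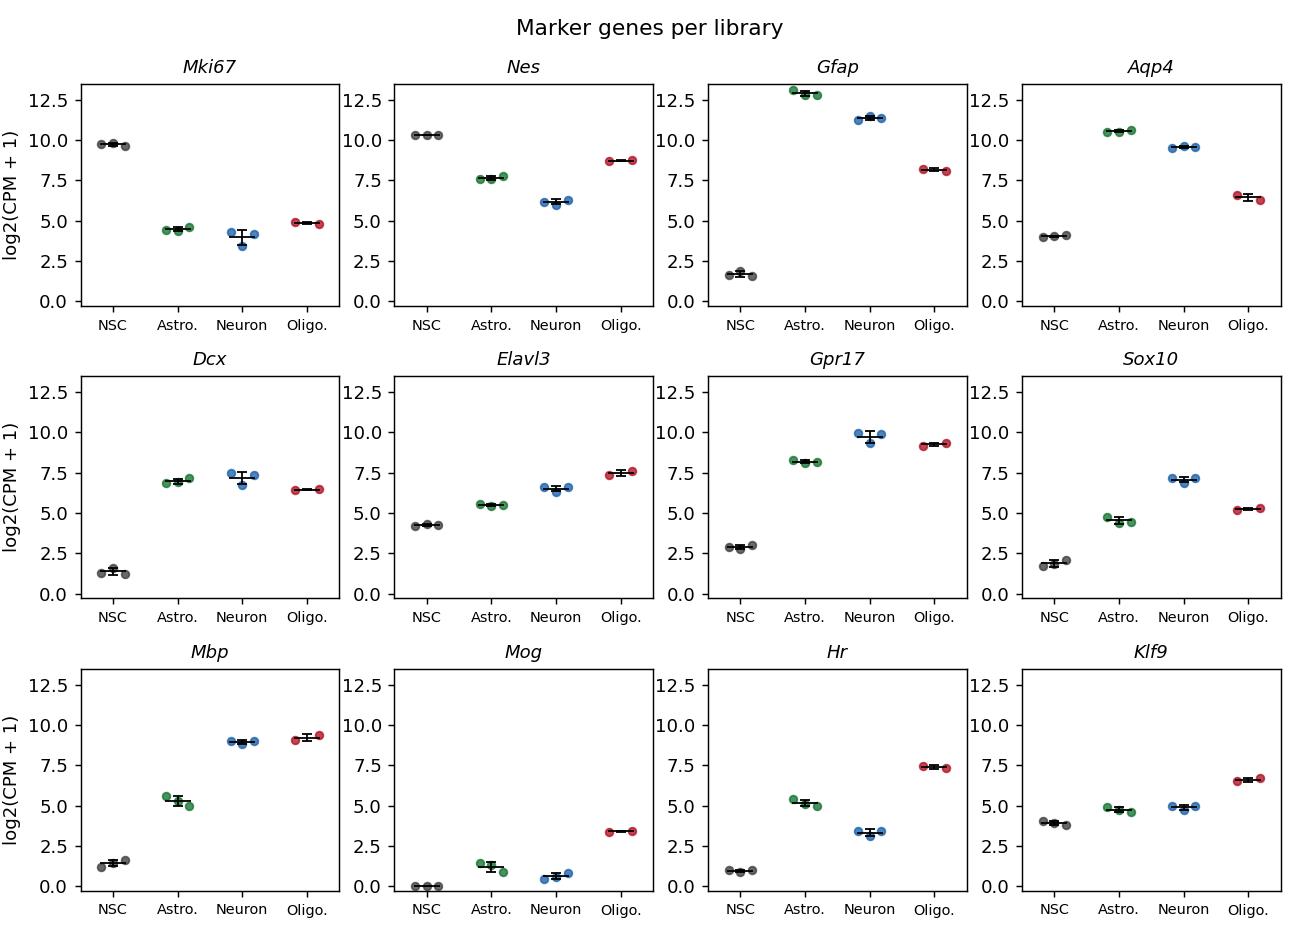
Values of 12 marker genes as log2(CPM + 1) in each library, with a horizontal line at the group mean and a bar of ± 1 SD (n = 3, and n = 2 for Oligodendrocyte). Gfap and Aqp4 are highest in Astrocyte, Gpr17 and Sox10 in Neuron, and Mog and Hr in Oligodendrocyte.

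The cell cycle list fell in all 3 media, by medians of -4.50 in Astrocyte, -5.16 in Neuron and -4.33 in Oligodendrocyte (camera adjusted p 1.06e-06, 2.55e-06 and 3.1e-07), with 10 of 10 genes lower in each, over all genes and when adjusted over the list alone. Mki67 stood at 21.05 ± 2.14 CPM in Astrocyte (SD, n = 3) and 27.66 ± 1.24 CPM in Oligodendrocyte (SD, n = 2). The cell cycle list was higher in Astrocyte than in Neuron (median 0.53, camera adjusted p 0.0423), with 9 of 10 genes called higher. That call was lost with a pseudocount of 5 (0.0677), only the 2 groups in the fit (0.06), library quality weights (0.0795) and without Astrocyte replicate 3 (0.0671). The neural progenitor list passed camera in no comparison, although under other settings the adjusted p in Oligodendrocyte vs NSC was as low as 0.024 and in Oligodendrocyte vs Astrocyte 0.0222 (no filter on low values). Its medians vs NSC were -0.53, -0.58 and -0.92 (adjusted p 0.518, 0.659 and 0.0527), and its genes moved apart. Nes (ENSMUSG00000004891, chromosome 3, 87775000 to 87784373) fell from 1251 ± 4.32 CPM in NSC to 198.8 ± 17.5 in Astrocyte and 70.4 ± 7.60 in Neuron (SD, n = 3 each) and 419.1 ± 10.9 in Oligodendrocyte (SD, n = 2), while Sox2 (ENSMUSG00000074637, chromosome 3, 34548927 to 34551383) was at 281.3 ± 3.85 CPM in NSC and 533.8 ± 48.3 CPM in Neuron (SD, n = 3 each). The cholesterol synthesis list fell by medians of -1.24, -1.87 and -1.20 (adjusted p 0.000335, 0.000182 and 0.000144), with 9 of 9 genes lower in each medium, over all genes and when adjusted over the list alone. It was higher in Astrocyte than in Neuron (median 0.55, camera adjusted p 0.0282), with 7 of 9 genes called higher. With library quality weights that call was lost (0.0515).

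T3 was added to the oligodendrocyte medium and not to the neuron medium. The thyroid hormone content of the supplements and of the serum was not measured here, so no medium is taken to be free of it. The thyroid hormone response list was higher in Oligodendrocyte than in Neuron (median log2 fold change 1.56, camera adjusted p 0.0145), with 6 of 7 tested genes higher over all genes and 6 called when adjusted over the list alone. In Oligodendrocyte vs Astrocyte, another medium without added T3, camera did not call it (median 0.05, mean 0.57, adjusted p 0.41; 2 genes called higher and 1 lower, 3 when adjusted over the list alone), while it did with no filter on low values (0.0146) and fry called it higher (9.02e-06). In Astrocyte vs Neuron, where neither medium has added T3, camera did not call it (median 0.71, adjusted p 0.065). It did so there with no filter (0.0209), median-of-ratios scaling (0.04), quantile normalization (0.0473) and only the 2 groups in the fit (0.0281), and fry called it higher (2.02e-08). Hr (ENSMUSG00000022096, chromosome 14, 70952019 to 70973355) was at 167.1 ± 13.7 CPM in Oligodendrocyte (SD, n = 2) against 9.02 ± 1.34 CPM in Neuron (SD, n = 3; log2 fold change 4.08, SE 0.129, adjusted p 4.4e-11), and Klf9 (ENSMUSG00000033863, chromosome 19, 23215716 to 23241401) at 96.36 ± 8.29 CPM (SD, n = 2) against 28.62 ± 2.87 CPM (SD, n = 3; 1.72, SE 0.110, adjusted p 2.03e-08). Nrgn, of the same list, was near the floor, at 0.33 ± 0.0424 CPM in Oligodendrocyte (SD, n = 2) and 0.31 ± 0.316 CPM in Neuron (SD, n = 3). It did not differ (0.05, SE 0.148, adjusted p 0.786), and its sign changed to -0.27 (adjusted p 0.0449) with library quality weights. At such low values it says little about a response to T3. Serum is in the astrocyte medium only. The serum response list had a median of 0.64 in Astrocyte vs Neuron and did not pass camera (adjusted p 0.171), with 7 of 8 genes called, 6 of them higher, and 7 when adjusted over the list alone. In Oligodendrocyte vs Astrocyte its median was -0.05 over genes that went both ways (2 called higher, 3 lower), and camera did not call it (adjusted p 0.518) while fry called it lower (0.00683). In Oligodendrocyte vs Neuron, where neither medium has serum, its median was 0.44, and again camera did not call it (adjusted p 0.611) while fry called it higher (3.74e-05). Acta2 (ENSMUSG00000035783, chromosome 19, 34315580 to 34329826) was higher in Astrocyte, at 42.01 ± 4.72 CPM, than in Neuron, at 2.94 ± 0.588 CPM (SD, n = 3 each; log2 fold change 3.45, SE 0.134, adjusted p 3.01e-10). Thbs1 was at 69.26 ± 6.13 CPM in Astrocyte (SD, n = 3) and higher still in the serum-free oligodendrocyte medium, at 97.82 ± 9.07 CPM (SD, n = 2; 0.49, SE 0.146, adjusted p 0.0124), a call that was lost without Oligodendrocyte replicate 2 (adjusted p 0.124).

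The lists of regional and non-neural genes gave fewer calls. The ventral GABAergic list rose by medians of 1.74 in Astrocyte (camera adjusted p 0.00984) and 1.17 in Neuron (0.0148), and by 1.12 in Oligodendrocyte without passing (0.201); it was lower in Oligodendrocyte than in Astrocyte (-1.17, adjusted p 0.000144). All 9 tested genes of it were called in Astrocyte and in Neuron, and in Oligodendrocyte 8 over all genes and 9 when adjusted over the list alone. The dorsal glutamatergic list had 3 tested genes and passed in no comparison with NSC. It was lower in Astrocyte than in Neuron (-0.60, adjusted p 0.0441) and in Oligodendrocyte than in Neuron (-0.80, adjusted p 0.0302), and neither call was stable. Both were lost with the filter at 5 CPM (0.584 and 0.164), median-of-ratios scaling (0.0611 and 0.056), quantile normalization (0.0598 each), library quality weights (0.0795 and 0.0515), and without Neuron replicate 1 (0.116 and 0.0993) or 3 (0.096 and 0.0828). The microglia and endothelial lists had 1 tested gene each, P2ry12 and Kdr, and the mesenchymal list had 4, and none of these lists passed camera in any comparison (lowest adjusted p 0.227). Adjusted over the list alone, 3 of the 3 dorsal and 4 of the 4 mesenchymal genes were called in each comparison with NSC, as they were over all genes. P2ry12 was called in Astrocyte and Oligodendrocyte and Kdr in the same 2 media under both adjustments. Among mesenchymal genes Pdgfrb (ENSMUSG00000024620, chromosome 18, 61204804 to 61244715) rose from 0.263 ± 0.0321 CPM in NSC to 41.92 ± 0.41 in Astrocyte and 37.54 ± 3.52 in Neuron (SD, n = 3 each), while Col1a1, Col1a2, Dcn and Lum stayed under 1 CPM in every group mean. The median, the mean and camera's direction differed in sign for the precursor list in Astrocyte vs NSC and Oligodendrocyte vs NSC, the serum response list in Neuron vs NSC and Oligodendrocyte vs NSC, the mesenchymal list in Astrocyte vs NSC, Neuron vs NSC, Oligodendrocyte vs Neuron and Oligodendrocyte vs Astrocyte, the neural progenitor list in Astrocyte vs Neuron, and for the single endothelial gene in Neuron vs NSC, and none of these tests passed.

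Sex-linked genes were read per library to see whether the embryo pools differed. Xist and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were detected in all 11 libraries. Xist was at 650.3 ± 152 CPM in NSC, 591.2 ± 124 in Astrocyte and 929.7 ± 320 in Neuron (SD, n = 3 each) and 655.7 ± 93.8 in Oligodendrocyte (SD, n = 2), with single libraries from 463.6 to 1260.1 CPM. Ddx3y was at 22.51 ± 0.797, 24.15 ± 1.36, 29.10 ± 2.21 and 23.60 ± 0.304 CPM in the same order of groups. In the groups of 3, Xist was lowest in NSC replicate 3 (478.55 CPM), Astrocyte replicate 3 (463.56 CPM) and Neuron replicate 2 (621.47 CPM). These 3 libraries also deviated together in other genes, as described below, so the spread of Xist alone does not show different embryo pools. The sex-linked values were described and not tested.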

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

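The tests of scaling and of transcript length and GC content by the number of genes were chosen before their results were seen. The tests of how many of the same genes were found again were chosen only after, and the scaling to nuclear genes and the removal of the length and GC trend were alternatives added after the data had been seen.

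Some genes changed in opposite directions vs NSC in 2 media, a difference between groups under the same contrast. Genes called in opposite directions numbered 499 for Astrocyte and Neuron, 314 for Astrocyte and Oligodendrocyte and 775 for Neuron and Oligodendrocyte, or 1038 different genes in all. The test of the difference is the direct comparison of the 2 media. Every one of these genes was called there by limma after BH adjustment, which opposite calls against the same NSC libraries make nearly certain, so that call adds little. None of 100 simulations of unchanged groups against the same NSC libraries gave such a gene, which adds little because calls of any kind are rare when no gene changed. Most of the changes were small, and at least 2-fold changes in each direction were found for 8, 8 and 17 genes.

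The named examples were chosen after their values were seen. Acta2 rose in Astrocyte vs NSC (log2 fold change 2.204, SE 0.134, adjusted p 2.3e-09) and fell in Neuron vs NSC (-1.25, SE 0.134, adjusted p 1.02e-06), and 1500015O10Rik did the same (3.36, SE 0.155, adjusted p 1.19e-10; -2.05, SE 0.155, adjusted p 2.55e-08). Ada (ENSMUSG00000017697, mm9 chromosome 2, 163552320 to 163575975) fell in Astrocyte vs NSC (-1.59, SE 0.094, adjusted p 1.67e-09) and rose in Oligodendrocyte vs NSC (1.47, SE 0.105, adjusted p 1.58e-08). Thrsp rose in Neuron vs NSC (2.80, SE 0.113, adjusted p 3.21e-11) and fell in Oligodendrocyte vs NSC (-1.64, SE 0.126, adjusted p 3.55e-08).

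A shift in scaling could move small changes across 0 in one medium only. The lowest number of such genes under the 3 other scalings was 1039, which argues against scaling as the whole cause. The simulations were of unchanged groups, so their number of 0 does not bear on scaling. Of the 1038 genes, 745 were found again under median-of-ratios scaling, 695 under quantile normalization and 957 when scaled to nuclear genes. With the trend on transcript length and GC content removed from each library the number was 1130, of which 819 were among the 1038, which argues against that trend as the whole cause. Membership for single genes with small changes still depends on the scaling, and library quality weights raised the number to 1641. A response to the media and a different mix of cell types in each culture stay open and were not tested on these genes. The media differ in base medium, supplement, serum and added T3. Each group came from a single labelled medium, so a batch that coincided with the medium would not be visible.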

How the results depend on the processing

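The scaling to the total of nuclear genes and the removal of the trend on transcript length and GC content were tests chosen only after the data had been seen, as was the ERK target list. The other alternatives had been written before.

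Of 331 results for named genes, 281 kept their side of the threshold under every alternative that tested them. These also kept their sign wherever the first fit or the alternative called the gene. Changes of sign without a call in either fit were not counted. Not all results were tested under the filter at 5 CPM or in the fit of only the libraries compared. The number of genes called stayed within 1.5 times the first value throughout. Over the alternatives other than leaving out libraries it ranged from 9613 to 13034 in Astrocyte vs NSC, 9617 to 12703 in Neuron vs NSC, 9303 to 12364 in Oligodendrocyte vs NSC, 7243 to 10478 in Astrocyte vs Neuron, 7864 to 10258 in Oligodendrocyte vs Neuron and 6007 to 8722 in Oligodendrocyte vs Astrocyte. Requiring 2-fold in each comparison reduced the genes changed the same way in all 3 media from 8043 to 2591, because the requirement is stricter.

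A pseudocount of 5 shrinks the changes of low genes by construction. It reduced the 2-fold counts from 4238 to 2784 in Neuron vs NSC, 4263 to 2819 in Oligodendrocyte vs NSC, 1246 to 598 in Astrocyte vs Neuron, 1673 to 904 in Oligodendrocyte vs Neuron and 1060 to 595 in Oligodendrocyte vs Astrocyte. It left 68, 59 and 144 genes selective for Astrocyte, Neuron and Oligodendrocyte (175, 110 and 250 before). A pseudocount of 0.1 raised the first 2 of these to 288 and 172. Depth sets the smallest value a library could show, as 1 read was worth 0.0151 to 0.0203 CPM.

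Quantile normalization reversed the sign of Neurog2 (0.34 to -0.155) and P2ry12 (0.61 to -0.057) in Astrocyte vs NSC, of Neurod1 (0.37 to -0.138), P2ry12 (0.06 to -0.398) and Kdr (0.00 to -0.49) in Neuron vs NSC, and of P2ry12 in Oligodendrocyte vs NSC (0.52 to -0.119). The cause was not tested. Among named genes 17 other results lost the call and 7 gained it under this setting. Median-of-ratios scaling reversed none that was called in either fit, with 8 losing and 5 gaining the call. Correlations of log2 fold changes went from 0.889, 0.896 and 0.843 to 0.877, 0.884 and 0.825 under quantile normalization. With the filter at 5 CPM, which tests fewer genes, the correlation of Astrocyte and Neuron was 0.898 and that of Neuron and Oligodendrocyte 0.853. Under median-of-ratios scaling the mean of Ddx3y went from 22.5 to 24.1 CPM in NSC and from 23.6 to 22 in Oligodendrocyte, Kdm5d to 14.9 in NSC, 18.6 to 17.9 in Astrocyte and 17.1 to 15.9 in Oligodendrocyte, Eif2s3y from 21.3 to 22.8 in NSC, and Uty from 8.86 to 9.48 in NSC and 11.2 to 10.4 in Oligodendrocyte, which follows from the size factors.

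Library quality weights reversed Snap25 in Astrocyte vs Neuron (0.01 to -0.2) and Nrgn in Oligodendrocyte vs Neuron (0.05 to -0.266) and raised the genes with opposite changes from 1038 to 1641. The cause was not tested.

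For gene lists the calls depended on the test used and, within camera, on the assumed correlation between genes. Camera called 28 tests, fry 73 and camera with an estimated correlation 0. With the estimated correlation the adjusted p was 0.384 for the cell cycle list in all 3 media and for the thyroid hormone response list in Oligodendrocyte vs Neuron, and 0.482 for the astrocyte list in Astrocyte vs NSC and the mature oligodendrocyte list in Oligodendrocyte vs NSC. Fry called the neuron list in Neuron vs NSC (6.05e-06) and the serum response list in Astrocyte vs Neuron (1.98e-06), and the latter also in Oligodendrocyte vs Neuron (3.74e-05), where neither medium has serum. It gave the direction up where camera gave down, without a call, for the mesenchymal list in Astrocyte vs NSC (5.61e-07) and Neuron vs NSC (2.61e-06), the precursor list (0.000134) and serum response list (0.000114) in Oligodendrocyte vs NSC, and the neural progenitor list in Astrocyte vs Neuron (0.00346). Fry tests a list against no change and camera against the other genes, most of which changed. Without the filter on low values the neuron list in Neuron vs NSC had an adjusted p of 0.0193, and the cause was not tested.

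Leaving out a library in turn gave 10702 to 10889 calls in Astrocyte vs NSC, 10639 to 11258 in Neuron vs NSC, 9730 to 10376 in Oligodendrocyte vs NSC, 7508 to 8855 in Astrocyte vs Neuron, 7501 to 9426 in Oligodendrocyte vs Neuron and 4906 to 6472 in Oligodendrocyte vs Astrocyte. Leaving out an Oligodendrocyte library leaves a lone sample, which is assumed to vary like the other groups. Among single genes 54 of these fits lost a call and 5 gained it. The camera adjusted p of the neuron list in Neuron vs NSC ranged from 0.0444 to 0.0933, the lowest being without Neuron replicate 2, and the cause was not tested.

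Replicate numbers were added as a block in a further fit. Libraries with the same number deviated together in some pairs of groups only. The correlations of their deviations were 0.093, 0.166 and 0.385 for NSC and Astrocyte. They were 0.218, -0.505 and -0.319 for NSC and Neuron, and 0.415, -0.094 and -0.328 for Astrocyte and Neuron. Those with Oligodendrocyte were 0.206 and 0.137 for Astrocyte, -0.029 and 0.035 for NSC, and 0.02 and 0.014 for Neuron. The numbers thus did not pair the samples throughout. With the replicate block the number of genes changed, Astrocyte vs NSC, was 11146 (11159 without it), and no count moved by over 1.5 times. The block took the call from Neurod1 in Astrocyte vs NSC (0.0613), Ctgf in Astrocyte vs Neuron (0.0679), and Olig2 (0.0549), Cnp (0.0654) and Opalin (0.0561) in Oligodendrocyte vs Neuron. It added the neural progenitor list in Oligodendrocyte vs NSC (0.0434) and the cell cycle list in Oligodendrocyte vs Neuron (0.0377). Both also passed elsewhere. The first (0.0527 before) did so with a pseudocount of 0.1 (0.0469), no filter (0.024), only the 2 groups compared (0.0428), quality weights (0.0441), the length and GC trend removed (0.0387) and without Oligodendrocyte replicate 1 (0.044). The second (0.065 before) did so with no filter (0.0103), median-of-ratios scaling (0.0399), quantile normalization (0.0473), and without Neuron replicate 2 (0.0444) or 3 (0.0435).

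The planned tests that model read counts were not run, since after rounding to 2 decimals too few low values met the standard set here. The rounding can move a value by more than that standard allows, so the unmet standard does not show that such tests were impossible.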

Other observations

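The tests of the shared deviation, of the genes at 1 read and of the markers in the neuron cultures were chosen only after the result was seen. The tests of the ERK target list were written before its values were looked at, but the list was chosen after Ccnd1 and Spry4 had been seen. The test of other groupings was written before its result was seen.

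NSC replicate 3, Astrocyte replicate 3 and Neuron replicate 2 deviated from their group means in the same genes. The correlations of their deviations were 0.385 to 0.541 (mean 0.47). Their deviations fell with transcript length (Spearman -0.325, -0.242 and -0.329), while the other libraries had values of -0.035 to 0.301. With the trend on length and GC content removed the mean correlation was 0.429, so that trend does not account for the whole pattern. The replicate numbers do not account for the whole pattern, since Neuron replicate 2 carries another number than the other libraries in it. The same-numbered pair among them, NSC replicate 3 and Astrocyte replicate 3, had a correlation of 0.385. The lowest correlation of a same-numbered pair was -0.505, for NSC replicate 2 and Neuron replicate 2. That value cannot decide the question, because deviations from the NSC mean are tied to each other. No batch is given in the labels, and a preparation shared by these 3 libraries was not tested. No biological explanation was tested.

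Astrocyte replicate 3 and Neuron replicate 2 had 664 and 690 genes at the value of 1 read, against 1067 to 1489 in the other libraries. Lower depth does not account for this, because the libraries of equal or lower depth than Astrocyte replicate 3, other than Neuron replicate 2, had at least 1317 such genes. NSC replicate 3, which shares the deviation above, had 1474. What set these 2 libraries apart was not found, and no biological explanation was tested.

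Astrocyte and oligodendrocyte markers rose in the cultures labelled Neuron, with medians of 3.78 for the astrocyte list, 1.95 for the precursor list (camera adjusted p 0.315) and 4.46 for the mature oligodendrocyte list vs NSC. The precursor genes went both ways, with 5 of 8 called higher and 3 (Olig1, Olig2 and Cspg4) called lower. Under the 3 other scalings the lowest of the 3 lists' medians was 1.91, which argues against scaling. Swapped labels among the day 4 cultures do not account for the astrocyte and mature oligodendrocyte lists, because both were raised in the other media too. The lower of the astrocyte and mature oligodendrocyte medians was 2.51 in Oligodendrocyte vs NSC and 2.42 in Astrocyte vs NSC, each list being called by camera there, so the pattern would stay after relabelling. Whether every label is right was not decided by this. A mix of neurons and glia in each culture stays open and was not tested, since the libraries are of whole cultures.

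Ccnd1 was among the genes named for the largest falls in Astrocyte and Neuron vs NSC. A fall of Spry4 (ENSMUSG00000024427, mm9 chromosome 18, 38745922 to 38760922) was noticed beside it, and its rank was not recorded. Spry4 had log2 fold changes of -5.38 (SE 0.089, adjusted p 1.02e-14), -4.45 (SE 0.089, adjusted p 4.76e-14) and -4.72 (SE 0.1, adjusted p 1.53e-13) in Astrocyte, Neuron and Oligodendrocyte vs NSC. Lower output of the ERK pathway after the change of medium might lower both, and would lower other targets of that pathway too. Of 12 other targets 11 could be tested, and 10, 9 and 11 were lower in Astrocyte, Neuron and Oligodendrocyte. Their median log2 fold changes were -1.84, -1.42 and -1.28 (camera adjusted p over these 3 tests 7.11e-05, 0.000737 and 1.54e-05). With the estimated correlation the adjusted p were 0.137, 0.149 and 0.137, so the call depends on the assumed correlation. Scaling does not explain it, since the medians under the 3 other scalings were -1.28 or lower. The prediction was met, and the result remains a hypothesis. The cell cycle list fell in the same comparisons, so lower division of the cells stays open as another cause, and pathway activity was not analysed here.

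Splitting the 6 libraries of a comparison into 3 and 3 in all 10 ways, only 1 of 10 splits, the labelled grouping, gave as many genes in each of Astrocyte vs NSC, Neuron vs NSC and Astrocyte vs Neuron, and every other split gave 0. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart by this test alone.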
